A study of Mus musculus with 6 samples.

How the data were processed

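Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done on mouse primordial germ cell-like cells at day 2 of culture, in 6 samples. There were 2 samples with an antibody against the HA tag carried by the Tex10 protein, 2 with an antibody against trimethylated lysine 4 of histone H3 (H3K4me3) and 2 of input DNA, per the labels. The deposited data used here are 3 lists of genomic intervals for the whole series, with 1 list for each antibody and a further list of HA-Tex10 intervals. No file of the input samples was used here.

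The deposited lists give the start and end of each interval in bp. Their score and strand columns hold no values, so the lists carry no peak height, fold enrichment or p-value. The aligner, the peak caller, its threshold, the use of the input samples and the genome build are not stated in the labels or in any header. The labels also do not state whether the authors called intervals in each replicate and intersected them or called them on pooled reads. Because each antibody has a single list, no value of a single replicate was used here, no spread between replicates could be computed and no test compares samples. The sequencing depth is unknown. The 95% intervals given here cover the counting of intervals or genes only, and they treat neighbouring intervals as independent, which they are not.

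The build was taken as GRCm38 after checks on the values. Of the intervals on the 21 assembled chromosomes, 0 ended past a GRCm38 chromosome end, and H3K4me3 intervals fell at annotated transcription start sites (TSS) far more often than placed intervals did. Genes came from GENCODE release M21 for GRCm38, and tRNA genes from the RefSeq annotation of GRCm38.p6. A TSS was the start of a protein-coding transcript of a protein-coding gene, giving 54327 distinct TSS of 21853 genes. An interval was at a TSS if it came within 1 kb of it, and intervals overlapped if they shared at least 1 bp. The third list was compared with the HA-Tex10 list. Its 2990 distinct intervals were the HA-Tex10 intervals sharing at least 1 bp with an H3K4me3 interval, with 0 intervals in only one of the sets, and an interval was written once for each H3K4me3 interval it met, which gave 25 repeated lines. It was therefore not used as an independent measurement.

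Tests were limited to chromosomes 1 to 19, X and Y. Shares of intervals were compared with 1000 random placements of the same intervals on the same chromosomes (one-sided p, with 0.001 the smallest possible). TSS-matched placements also kept the distance to the nearest TSS for intervals at a TSS and kept other intervals away from TSS. Genes with and without an interval were compared with Fisher's exact test (two-sided), medians with a two-sided permutation test of 100000 resamples (1e-05 the smallest possible p), and counts per chromosome with a two-sided exact binomial test against the distribution of H3K4me3 intervals. Shares have Wilson 95% intervals, and the upper limit of a count of 0 was set at 3 counts of the total. The threshold was 0.05, after Benjamini-Hochberg adjustment within each family of 8 gene lists, 24 motifs or 21 chromosomes (20 where chromosome 8 was left out). Motifs were short consensus sequences searched on both strands in the central 200 bp of each interval, against 5 background windows per interval matched on GC content in steps of 2 percentage points and on lying at a TSS.

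How far an interval can be placed uniquely was measured from the reference. An interval was called mostly repeated if over 50% of its 32-base words occurred more than once on the assembled chromosomes, on either strand. Intervals under 100 bp were widened to 100 bp for this count, and only the central 300 bp of wider H3K4me3 intervals were read.

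The gene lists, the motifs, the main tests and most alternatives were fixed before the data were examined. Follow-up tests chosen after a result was seen are named as such where they are reported. The genes named were those of the preset lists with an HA-Tex10 interval within 1 kb of a TSS, the Tex10 gene itself, and the genes at the 5 widest HA-Tex10 intervals, width standing in for a score. The alternatives were intervals wider than the median, the third list, another overlap rule, merged neighbours within 1 kb, a 2.5 kb TSS window, TSS of all annotated genes, other gene windows of 5 kb and 10 kb, other motif and GC windows of 500 and 1000 bp and other backgrounds. Alternatives chosen after seeing the data left out chromosome 8, mostly repeated intervals, intervals under 50 bp, 1 Mb windows with 10 or more HA-Tex10 intervals, or placements on unknown bases, or compared widths with TSS-matched placements. For the counts per chromosome, chromosome 8 was also left out together with the mostly repeated intervals. A further added alternative counted the intervals of all contigs, without placements.

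The statistical functions were tested on simulated data. A list with 48.8% of its 4238 intervals planted on H3K4me3 was due an overlap of 49.6% and gave 49.5%, and 1 of 20 unrelated lists passed the threshold. Of 200 lists of genes drawn from 200 raised genes among 21853, 194 were called, against 2 of 200 lists drawn from other genes. These lists were tested without adjustment, and the raised genes were given a share above that of any preset list within 1 kb. The rate thus does not show the power for smaller effects. All 24 motifs were recovered when planted, and 1 of 24 was called with none planted. Each was planted in random sequence, in a larger share of windows than most motifs reached in the data. The power for rarer motifs is thus not shown. The permutation test called 100 of 100 shifted medians and 2 of 100 equal ones. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.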

Results

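Binding of Tex10 and the promoter mark H3K4me3 were mapped by ChIP-seq in mouse primordial germ cell-like cells (PGCLCs) at day 2. PGCLCs are cultured cells that resemble the embryonic precursors of eggs and sperm. Tex10 carried an HA tag, so its sites were read with an antibody against the tag. No sample of cells without the tag is listed for this antibody, so signal that does not depend on the tag cannot be told apart. The series has 2 HA-Tex10, 2 H3K4me3 and 2 input samples, all untreated. The deposited interval lists hold 1 set per antibody, without scores, so the values below have no replicate error, and the depth of the samples is unknown. The comparisons ask where Tex10 lies in the genome and how its sites relate to H3K4me3. All coordinates are on GRCm38 and count from 1.

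The HA-Tex10 list held 4331 intervals with a median width of 234 bp (interquartile range 162 to 326 bp), covering 1.17 Mb. The H3K4me3 list held 29072 intervals with a median width of 710 bp (369 to 1305 bp), covering 27.8 Mb. On the assembled chromosomes there were 4238 HA-Tex10 and 29002 H3K4me3 intervals. Of these HA-Tex10 intervals, 1682 (39.7%, 95% Wilson interval 38.2 to 41.2%) lay mostly in sequence that occurs more than once in the reference, against 16.3% of randomly placed intervals and 17.9% of a random sample of 4238 H3K4me3 intervals.

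Of the 4238 HA-Tex10 intervals, 2936 (69.3%, 67.9 to 70.7%) overlapped an H3K4me3 interval. Random placements on the same chromosomes overlapped in 1.47% of cases on average and in 2.12% at most, so the observed share was 47.2 times the mean (permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). When the placements also kept the distance to the nearest TSS, the mean rose to 21.2%, and the observed share was 3.27 times this value (permutation test by random placement, p = 0.001). The alternative that moved the observed share most, apart from the third list, which holds overlapping intervals by its construction, kept only H3K4me3 intervals wider than their median and gave 53.6%.

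**Figure D1:**
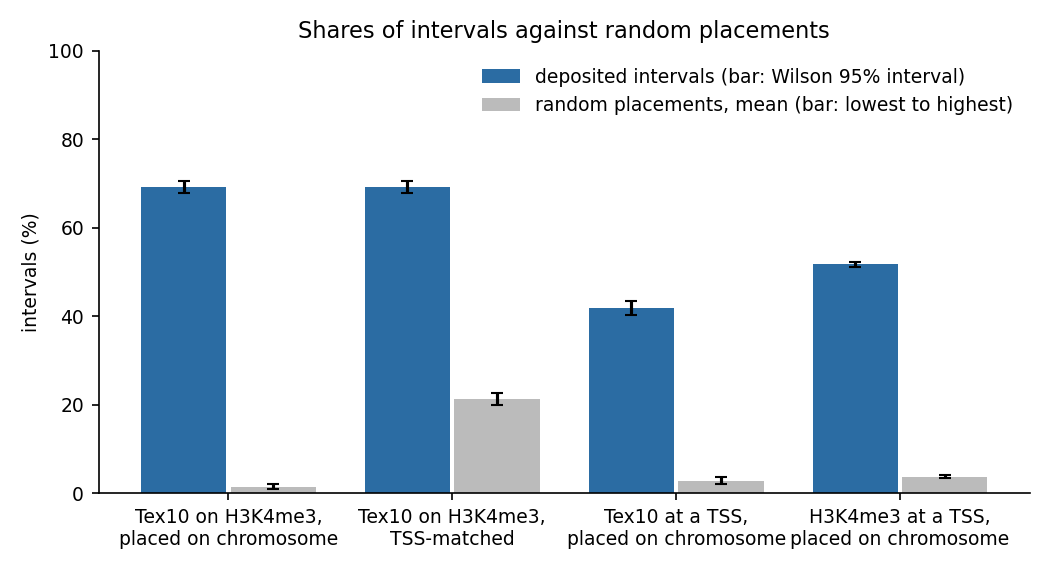
Percentage of intervals (y axis) that overlapped H3K4me3 or lay within 1 kb of a TSS, for the deposited intervals (blue, error bars are Wilson 95% intervals) and for 1000 random placements (grey, mean, error bars from lowest to highest). The 69.3% of HA-Tex10 intervals on H3K4me3 lie above both kinds of placements, whose means are 1.47% and 21.2%.

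HA-Tex10 intervals lay within 1 kb of a TSS in 1773 cases (41.8%, 40.4 to 43.3%), against 2.83% of placements, a 14.8-fold difference (permutation test by random placement, p = 0.001). H3K4me3 intervals did so in 14990 of 29002 cases (51.7%, 51.1 to 52.3%), against 3.66% of placements, a 14.1-fold difference (permutation test by random placement, p = 0.001). The HA-Tex10 share changed most when mostly repeated intervals were left out, to 64.2% of 2556 intervals, and the H3K4me3 share when only intervals wider than the median were kept, to 72.6%. The centres of the other HA-Tex10 intervals fell in exons of protein-coding genes in 2.93% of all intervals, in introns in 16.7% and between these genes in 38.5%. Of the intervals at a TSS, 90.3% overlapped H3K4me3, compared with 58.1% of those in exons, 51.2% in introns and 55.1% between genes.

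Around the 5'-most TSS of the 13306 genes with H3K4me3, coverage by HA-Tex10 intervals was highest 50 bp downstream, at 4.86% of genes, and had fallen to 0.293% at 950 bp upstream and 0.338% at 950 bp downstream. Coverage by H3K4me3 intervals was highest 250 bp downstream, at 85.1% of genes.

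**Figure D2:**
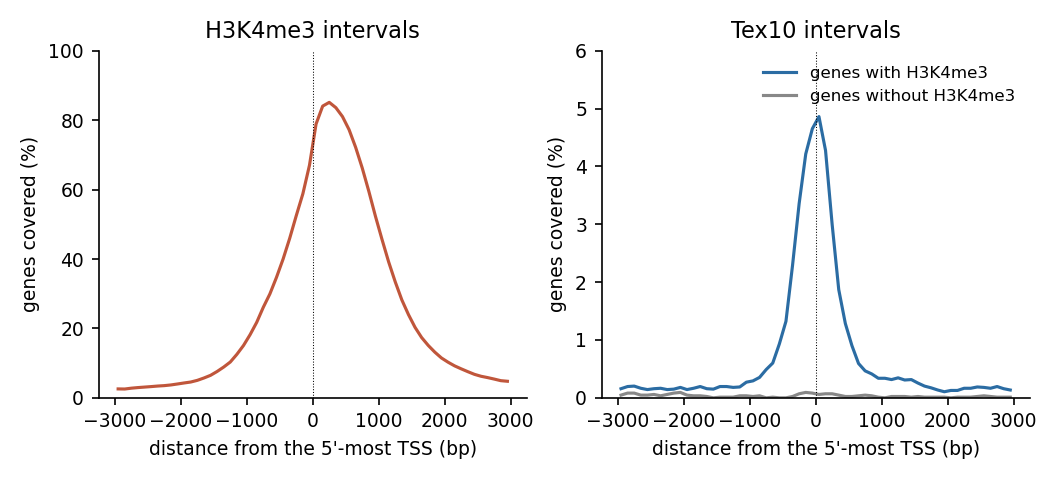
Percentage of genes covered by an H3K4me3 interval (left, genes with H3K4me3) or an HA-Tex10 interval (right, genes with H3K4me3 in blue and without in grey) against the distance in bp from the 5'-most TSS, positive values lying downstream. HA-Tex10 coverage peaks at 4.86% of genes with H3K4me3, 50 bp downstream of the TSS.

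At the level of genes, 13306 of 21853 protein-coding genes (60.9%) had an H3K4me3 interval within 1 kb of a TSS. An HA-Tex10 interval was present at 1856 of these genes (13.9%, 13.4 to 14.6%) and at 37 of the 8547 genes without H3K4me3 (0.433%, 0.314 to 0.596%). The odds ratio was 37.3 (95% confidence interval 26.9 to 53.2), and the p-value of Fisher's exact test was below what double precision can hold. The alternatives with a finite value gave odds ratios from 30.1, with a 2.5 kb window, to 49.9, with the HA-Tex10 intervals wider than the median.

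H3K4me3 intervals at a TSS that met an HA-Tex10 interval were wider than those that did not. The medians were 1662 bp (n = 1556 intervals) and 1054 bp (n = 13434), a difference of 607.5 bp (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Wide intervals meet others more often by chance, and TSS-matched placements of the HA-Tex10 intervals gave a difference of 393.7 bp on average (SD 35.1 bp over 1000 placements). The observed difference exceeded this mean by 213.8 bp (two-sided permutation test by random placement, p = 0.002). In a comparison that gives every H3K4me3 interval the same central 500 bp, an HA-Tex10 interval was present in 7.19% of the 7493 wider intervals and 4.36% of the 7497 narrower ones, a difference of 2.83 percentage points (Fisher's exact test, p = 9.06e-14). When the genes with H3K4me3 were ranked by the width of their interval, the share with HA-Tex10 rose from 4.93% of 2655 genes with the narrowest intervals to 24.2% of 2662 genes with the widest.

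**Figure D3:**
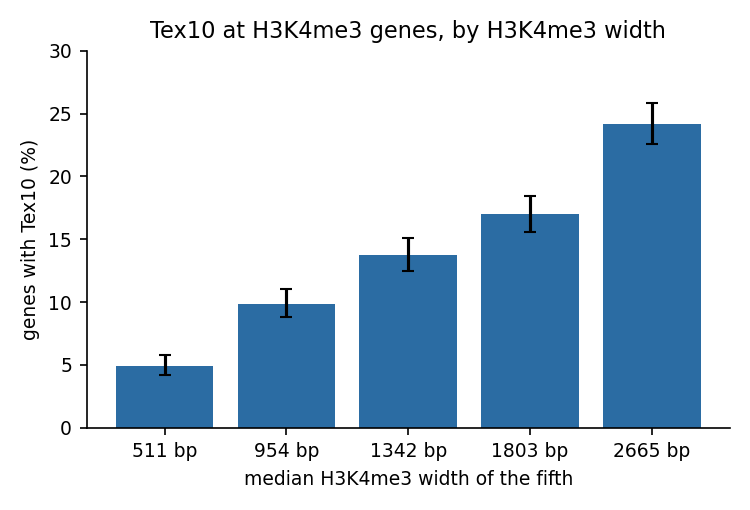
Percentage of genes with H3K4me3 that had an HA-Tex10 interval within 1 kb of a TSS (y axis), in 5 groups of genes of increasing H3K4me3 width (x axis, median width in bp), with Wilson 95% intervals. The share rises from 4.93% at a median width of 511 bp to 24.2% at 2665 bp.

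Preset gene lists were compared with all other protein-coding genes for an HA-Tex10 interval within 1 kb of a TSS. These were 8 lists of 19 to 29 genes, and only the list of ribosomal protein genes passed the threshold. Of its 20 genes, 9 had an interval (45.0%, 25.8 to 65.8%), against 8.63% of other genes, with an odds ratio of 8.66 (Fisher's exact test, p = 1.87e-05, adjusted p = 0.00015). Among genes with H3K4me3 only, where 13.9% of other genes had an interval, the list still passed (Fisher's exact test, adjusted p = 0.00615). The ribosome biogenesis list had an interval at 5 of 20 genes (25%, Fisher's exact test, adjusted p = 0.1). The pluripotency list had 3 of 20 (15%), Wnt negative regulators 4 of 29 (13.8%), Wnt positive components or targets 3 of 25 (12%), germ cell genes 1 of 19 (5.26%) and somatic developmental genes 1 of 20 (5%). None of these lists passed the threshold with the 1 kb window. Relative to other genes, the germ cell, somatic developmental and Wnt positive lists changed direction under some alternatives, never past the threshold. With a 5 kb window, 3 lists passed, the pluripotency and ribosome biogenesis lists being added at 6 of 20 genes each. Tissue-specific genes chosen as inactive had 0 of 20, which allows a share of up to 15%.

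**Figure D4:**
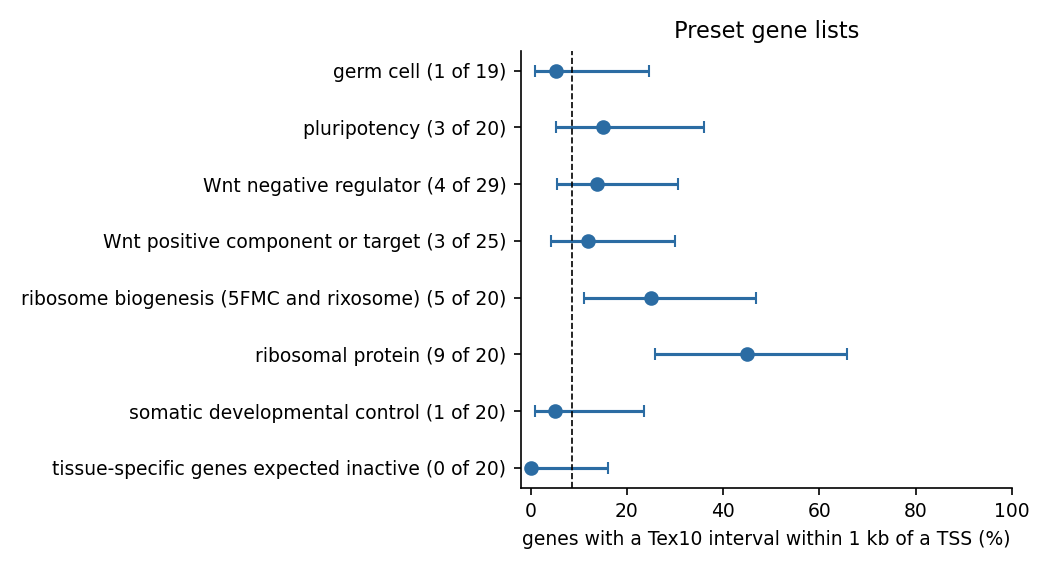
Percentage of genes of each preset list with an HA-Tex10 interval within 1 kb of a TSS (points, with Wilson 95% intervals; counts beside each name), with the share of the other genes as a dashed line at about 8.66%. The ribosomal protein list, at 9 of 20 genes, lies farthest above the line.

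The genes with an interval were Rpl3, Rpl5, Rpl7, Rpl11, Rpl13, Rps2, Rps3, Rps6 and Rps18 among ribosomal protein genes, and Tex10, Nol9, Ncl, Npm1 and Nop56 in the ribosome biogenesis list. In the pluripotency list they were Klf2, Tbx3 and Sall4. Among the Wnt lists they were Axin2, Gsk3a, Btrc and Chd8 for negative regulators and Ctnnb1, Fzd2 and Fzd7 for positive components or targets. The remaining pair was Kit in the germ cell list, whose interval lay 1000 bp from a TSS, at the edge of the window, and Msx1 in the somatic list. Each of these genes also had H3K4me3 within 1 kb of a TSS. Klf2 and Rpl13 lie on chromosome 8, where 41.2% of genes with H3K4me3 had an HA-Tex10 interval.

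The Tex10 gene itself (ENSMUSG00000028345.15) lies on the minus strand of chromosome 4, from 48430858 to 48473459. It had 1 HA-Tex10 interval, from 48473229 to 48473351, which is 123 bp wide and lies 71 bp from a TSS. This interval falls inside an H3K4me3 interval of 2297 bp, from 48471148 to 48473444. The Npm1 interval spanned 33163124 to 33163542 on chromosome 11 and contained a TSS of the gene. At Axin2 the interval was 62 bp wide, from 108920568 to 108920629 on chromosome 11, 171 bp upstream of the nearest TSS.

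The 5 widest HA-Tex10 intervals did not lie at promoters of the preset genes. The widest covered 16298 bp of the mitochondrial genome. The next lay on chromosome 17 from 39843025 to 39848800 (5776 bp), over the annotated rRNA gene CT010467.1 and the lincRNA genes Gm26917, Gm42418 and AY036118. Another lay on chromosome 1 from 24611499 to 24616223 (4725 bp), over 7 unprocessed pseudogenes that include Gm10222. The others were on an unplaced scaffold, from 58452 to 60861 (2410 bp, AC149090.1), and on chromosome 17 from 13550667 to 13553054 (2388 bp), in the lincRNA gene 2700054A10Rik outside its exons. All 5 overlapped an H3K4me3 interval. A background shared by both antibodies can also give this overlap, and the input samples that would test it were not used here.

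HA-Tex10 intervals were not spread over chromosomes as H3K4me3 intervals were. Of 21 chromosomes, 7 departed from the H3K4me3 distribution in the exact binomial test after adjustment, 3 with more HA-Tex10 intervals (8, 14 and Y) and 4 with fewer (2, 10, 18 and X). Chromosome 8 held 725 intervals where 281.9 were due, 2.57 times as many (exact binomial test, adjusted p = 4.77e-117). The due numbers share out the whole list, so the excess on chromosome 8 lowers the ratio of every other chromosome. With chromosome 8 left out, 4 of the other 20 passed, 3 with more intervals (6, 14 and Y) and 1 with fewer (X), and chromosomes 2 (0.875), 10 (0.893) and 18 (0.793) no longer did. Chromosome 14 then held 1.381 times its due number (exact binomial test, adjusted p = 3.09e-04). With mostly single-copy HA-Tex10 intervals it did not, at 0.867 times the due number without chromosome 8 (exact binomial test, adjusted p = 0.352). Chromosomes 6 (0.871) and Y (1.34, from 4 intervals) did not pass in this setting either. Those that passed were 7 (1.26), 11 (1.51) and 19 (1.41) with more intervals and 12, 18 and X with fewer. With chromosome 8 kept, 6 (0.735) and 14 (0.732) passed with fewer single-copy intervals than due (exact binomial test, adjusted p = 0.0038 and 0.0147). The due numbers in these single-copy settings still came from all H3K4me3 intervals, of which 17.9% in the random sample were mostly repeated. The ratios can thus also follow how many H3K4me3 intervals of a chromosome are repeated. The count of chromosomes past the threshold was 13 against chromosome length and 2 when 1 Mb windows with 10 or more HA-Tex10 intervals were left out. The 62 dense windows held 1052 intervals (24.8%), and 22 of them lay on chromosome 8. Among genes with H3K4me3, 41.2% had HA-Tex10 on chromosome 8, against 7.69 to 16.2% on the other autosomes, and on the X chromosome 1 of 339 did (0.295%, 0.0521 to 1.65%).

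**Figure D5:**
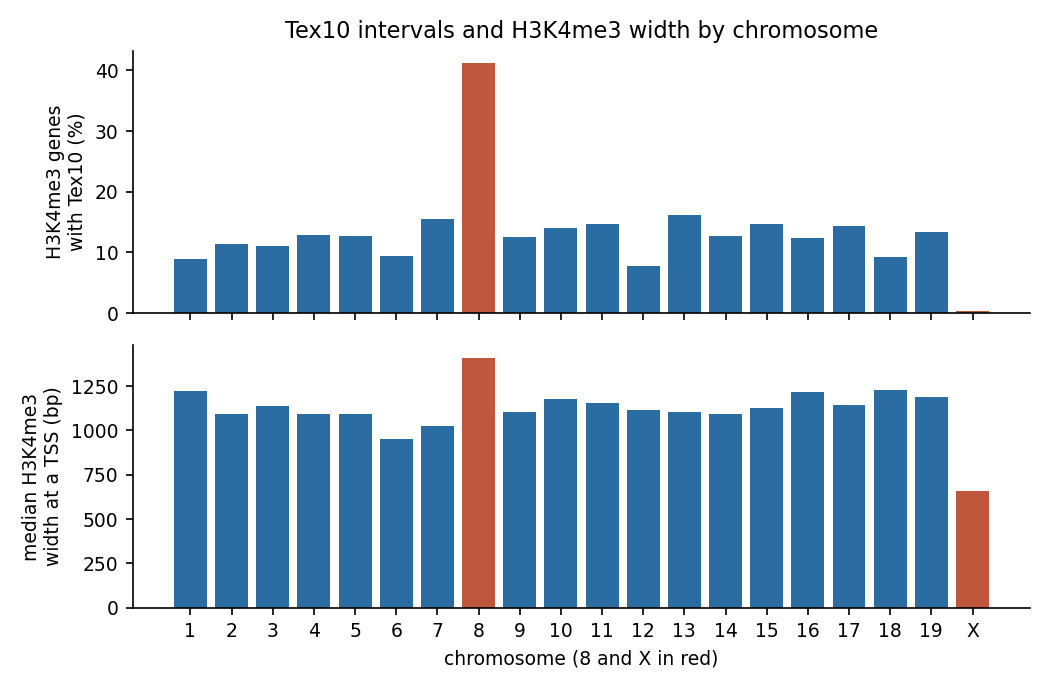
Percentage of genes with H3K4me3 that had an HA-Tex10 interval (top) and median width in bp of H3K4me3 intervals at a TSS (bottom), for each chromosome except Y, with chromosomes 8 and X in red. Chromosome 8 has the highest value in both panels (41.2% and 1409 bp) and X the lowest (0.295% and 659 bp).

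The central 200 bp of the 1601 HA-Tex10 intervals at a TSS with H3K4me3 had a median GC content of 63.0%, against 66.0% around the TSS of 11450 genes with H3K4me3 and no HA-Tex10. The difference was -3 percentage points (permutation test, p = 1e-05, the smallest possible). With 1000 bp it was -1 percentage points (permutation test, p = 4e-05). The HA-Tex10 windows were centred on the intervals and the others on a TSS. The difference may thus come from the position of the windows and not from the promoters.

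Of the 24 motifs, 10 passed the threshold against windows matched on GC content and TSS, with 3614 of the 4238 intervals matched. The motif NRF1 had the highest odds ratio among these, 5.17, found in 1.19% of HA-Tex10 windows and 0.232% of background windows (Fisher's exact test, adjusted p = 1.4e-11). The others that were more frequent were CTCF (odds ratio 2.79), the OCT octamer (2.07), CREB (2.05), the E-box (1.34), the SP GC box (1.22) and NFY (1.17). The SOX (0.679), TCF/LEF (0.547) and ZIC (0.808) motifs were less frequent. In the intervals meeting H3K4me3, where 8 motifs passed, CTCF was not more frequent than in the background (9 of 2418 windows, 0.372% against 0.414%, odds ratio 0.8996, Fisher's exact test, adjusted p = 0.986). With all intervals and a background matched on chromosome only, 20 motifs passed, and the octamer (0.673) and ZIC (1.80) changed direction. Without chromosome 8, 9 motifs passed, and TCF/LEF no longer did. The odds ratio of NRF1 was then 3.505 and that of CTCF 2.10 (18 of 2981 windows, Fisher's exact test, adjusted p = 0.0382). The octamer (1.995) and CREB (1.86) were also lower, and the SP GC box, the E-box and NFY were higher. Without mostly repeated intervals, 6 motifs passed, all more frequent, and the octamer, NFY, SOX, TCF/LEF and ZIC motifs no longer did. Without intervals within 1 kb of the TSS of a histone-cluster gene, 3589 intervals were matched and 9 motifs passed. NFY (1.09), TCF/LEF (0.619) and ZIC (0.856) then no longer did, while ETS (1.39) and AP-1 (0.741) newly did. The background windows were drawn anew for each setting. NFY was found in 10.54% and then 10.56% of HA-Tex10 windows, but in 9.14% and then 9.75% of background windows. ETS was found in 72 HA-Tex10 windows both times, and in 1.68% and then 1.45% of background windows. These calls near the threshold thus moved with the background windows and scarcely with the HA-Tex10 windows.

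HA-Tex10 intervals with neither a TSS within 1 kb nor an overlapping H3K4me3 interval numbered 1130 (26.7%, 25.3 to 28.02%). Apart from the third list, which holds no such interval by its construction, leaving out mostly repeated intervals moved this share most, to 18.9%. A further 1335 (31.5%) met H3K4me3 away from a TSS, 1601 (37.8%) met it at a TSS and 172 (4.06%) lay at a TSS without it. Mostly repeated sequence made up 57.2% (54.3 to 60.02%) of the first class and 67.8% (65.2 to 70.2%) of the second, compared with 6.18% (5.10 to 7.47%) of the intervals at a TSS with H3K4me3. Among the 1129 intervals of the first class that could be matched, CTCF was the 1 motif of 24 past the threshold (1.77% of windows against 0.0709% of background windows, odds ratio 25.4, Fisher's exact test, adjusted p = 3.07e-11). Of the 1130 intervals of this class, 225 (19.9%) lay on chromosome 8, and its motifs were not tested without that chromosome.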

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

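The test in this part was chosen after the result was seen. HA-Tex10 intervals also appeared outside the 21 assembled chromosomes, on the mitochondrial genome and on scaffolds, which the comparisons did not use. There were 93 such intervals, 2.15% of the list and 5.80% of the bases it covers. One scaffold held 78 of them, and a single interval covered 16298 bp of the mitochondrial genome.

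A technical explanation is collapsed repeats and organelle DNA that draw reads in any library, and the H3K4me3 list was read for the same contigs. It held 70 intervals there (0.241% of its list), including 56 on the same scaffold and 1 of 16299 bp on the mitochondrial genome. Histone H3 is not part of mitochondrial DNA packaging, so an H3K4me3 interval over that whole genome is consistent with a background shared by both antibodies. The HA-Tex10 share of the list was the higher one, and whether any of it is specific stays open, since the input samples were not used here. No biological explanation was tested.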

How the results depend on the processing

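No paired analysis was possible because each antibody has a single list of intervals that carries no replicate, and for the same reason there was no replicate to leave out. The depth of the samples is unknown, so a gene without an interval was not detected as bound at this depth and threshold and is not shown to lack Tex10.

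The overlap with H3K4me3, both shares at a TSS, the odds ratio at promoters, the width difference and the GC difference kept their direction and their side of the threshold under each alternative tested on them. No alternative for the GC difference centred both sets of windows in the same way. With the intervals of all contigs only shares were computed, without placements (69.04% overlap, 40.94% at a TSS). The overlap ranged from 53.6% to 75.6% apart from the third list, whose construction fixes it at 100%. The third list gives no finite odds ratio at promoters, since it has 0 genes without H3K4me3, and this value is left out. Of 60 values of these and the other main comparisons under alternatives, 48 were labelled the same and 12 moved. Alternatives chosen after seeing the data gave 30 of the 60. For the comparisons named first, the same means direction and side of the threshold, not size. It includes the HA-Tex10 share at a TSS at 64.2% against 41.8% and the GC difference at -1 against -3 percentage points. Numbers of lists, motifs and chromosomes were compared as numbers and moved beyond a factor of 1.5. The share away from TSS and H3K4me3, which had no test, counted as moved at 25.3% against 26.7%.

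The number of gene lists past the threshold rose from 1 to 3 within 5 kb of a TSS. The number of chromosomes rose from 7 to 13 against chromosome length. Under alternatives chosen after seeing the data, it fell to 2 without dense 1 Mb windows, to 4 without chromosome 8, whose excess lowers the ratios of the others by construction, and was 11 with mostly single-copy intervals and 6 with these without chromosome 8. Of these 6, only 18 and X were among the 7 of the main test, so the number held and most of the chromosomes did not. Chromosome 8 stayed above its due number wherever it was kept. The share away from TSS and H3K4me3 was 26.7%. It was 21.96% for intervals wider than the median, 0% for the third list by its construction, 25.3% with a 2.5 kb window and 23.8% with TSS of all annotated genes, where wider or more windows leave less outside, and 18.9% for mostly single-copy intervals. The number of motifs rose from 10 to 20 against a background matched on chromosome only, which leaves GC content and TSS uncontrolled, and fell to 6 with mostly single-copy intervals. The cause was not tested for the single-copy values, for the intervals wider than the median or for the dense windows.

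Some single lists, motifs and chromosomes reversed direction, and the cause was not tested. Against genes with H3K4me3 only, the Wnt positive list lay below other genes (13.04%). The germ cell list lay above other genes within 5 kb (15.8%) and over gene bodies with 10 kb upstream (15.8%), and the somatic developmental list within 5 kb (15%). None of these lists passed the threshold in either direction. Against the background matched on chromosome only, the octamer became less frequent (odds ratio 0.673) and ZIC more frequent (1.80). Chromosome 14, at 1.226 times its due number, fell below it against chromosome length (0.958) and without dense windows (0.993), not past the threshold. It also did so with mostly single-copy intervals (0.732, past the threshold) and with these without chromosome 8 (0.867, not past the threshold). In this last setting chromosomes 2 (1.034) and 10 (1.12) rose above their due numbers, not past the threshold. Y fell from 2.91 to 0.119 against chromosome length. Among 113 values of single lists, motifs and chromosomes, 81 were the same in direction and side of the threshold, whatever their size. Of the others, 17 were weaker, 2 stronger and 13 reversed. Of the 17 weaker ones, 8 came with mostly single-copy intervals, 1 with these without chromosome 8, 4 without dense windows and 4 without chromosome 8, and the 2 stronger ones came with the 5 kb window.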

Other observations

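Some comparisons were chosen only after the result was seen. They were those of chromosome 8 by H3K4me3 regions, dense windows, bins and H3K4me3 width, and those of the X chromosome. So were those of histone genes against other genes with H3K4me3, of the CTCF motif by copy number, and of narrow intervals. The design names no group that contrasts with another, so no biological explanation was tested for any pattern here. With no HA sample from untagged cells, signal unrelated to Tex10 also stays open for each pattern of HA-Tex10 intervals.

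Chromosome 8 held more HA-Tex10 intervals than its H3K4me3 intervals account for. There were 0.376 HA-Tex10 intervals per H3K4me3 interval, against 0.103 to 0.179 on the other autosomes. This ratio restates the excess over the due number, which already allows for the number of marked regions, so it is no separate test. Without dense 1 Mb windows the ratio was still 0.271, against at most 0.135, so a few local clusters do not account for it. With mostly single-copy HA-Tex10 intervals over all H3K4me3 intervals it was 0.2805, against at most 0.112, which argues against reads shared with copies elsewhere. Autosomal genes matched on H3K4me3 width had HA-Tex10 in 14.9% of cases, against 41.2% of 741 genes on chromosome 8 (permutation test by matched sets, p = 0.0001, the smallest that 10000 matched sets can give), so the width of the mark alone does not account for it either. What stays open is an extra copy of the chromosome in the cells. All 13 bins of 10 Mb on chromosome 8 had more HA-Tex10 intervals per gene than the median bin of the other autosomes, so the excess runs along its length. H3K4me3 intervals away from a TSS were also more frequent there, at 1.10 per gene against at most 0.946 elsewhere, and H3K4me3 intervals at a TSS were wider than on every other autosome, at a median of 1409 bp against at most 1226 bp. These values go with a gain of signal in both antibodies and with higher ChIP signal at promoters of this chromosome. An extra copy may give both. Chromosome 8 was not the highest autosome in median HA-Tex10 width, at 248 bp (rank 4 of 19) against up to 259 bp elsewhere. Nor was it in the share of genes with H3K4me3, at 71.46% (rank 2) against up to 76.95%. The coverage of the input samples would test for an extra copy and was not used here.

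The X chromosome showed the opposite. Of its 339 genes with H3K4me3, 1 had an HA-Tex10 interval, and 91 of its 92 HA-Tex10 intervals were mostly repeated sequence. H3K4me3 intervals at a TSS had a median width of 659 bp, against at least 953 bp on the autosomes, and the Y chromosome held 17 HA-Tex10 and 40 H3K4me3 intervals. A single copy of the X chromosome in the cells may lower the signal in this way. Autosomal genes matched on H3K4me3 width had HA-Tex10 in 8.13% of cases, against 0.295% on the X chromosome (permutation test by matched sets, p = 0.0001, the smallest possible), so narrow H3K4me3 alone does not account for the low share. If both patterns follow copy number, the HA-Tex10 list would be steeply dependent on signal near its calling threshold, and the number of intervals at a gene would not be proportional to binding. This is a hypothesis that the lists cannot test.

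HA-Tex10 intervals were frequent at tRNA genes. On the tRNA genes themselves lay 25 HA-Tex10 intervals, against 0.448 on average and 4 at most in TSS-matched placements. Distance to a TSS alone thus does not account for them. Gene density stays open, since intervals away from a TSS were placed at random outside TSS windows. Of the tRNA genes with H3K4me3, 220 lie outside these windows. Of 260 tRNA genes with H3K4me3 within 1 kb, 83 (31.9%) had an HA-Tex10 interval within 1 kb, against 13.9% of protein-coding genes with H3K4me3 (odds ratio 2.89, Fisher's exact test, p = 2.72e-13). The presence of the mark alone thus does not account for them. Its width stays open, since no sets matched on width were drawn for tRNA genes. Of the 143 tRNA genes without H3K4me3, 0 had one, which allows a share of up to 2.10%. Reads shared between copies were tested in several ways. The odds ratio was 2.66 for tRNA genes whose sequence occurs once among tRNA genes (Fisher's exact test, p = 1.69e-04) and 2.81 when only mostly single-copy HA-Tex10 intervals were counted (p = 3.05e-12), which argues against shared reads as the whole cause. Intervals on the gene itself were rarer at single-copy than at multi-copy tRNA genes over all of them (3.64% of 165 against 9.66% of 238, Fisher's exact test, p = 0.0295), the direction that shared reads give. Fewer single-copy genes had H3K4me3, and among the genes with it the difference was 7.23% of 83 against 12.99% of 177 and did not pass the threshold (Fisher's exact test, p = 0.2075), so a part of shared reads in these intervals stays open. For 39 single-copy tRNA genes with no multi-copy tRNA gene or histone gene within 5 kb, the odds ratio was 1.85 (9 genes, Fisher's exact test, p = 0.106), so at this number of genes an effect of multi-copy neighbours on the single-copy genes cannot be told apart from one of their own. Clustered tRNA genes are not independent, which makes these p-values too small.

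Replication-dependent histone genes, ribosomal protein genes and the octamer were followed up together, to see whether the octamer came from histone promoters. Of 64 histone-cluster genes with H3K4me3, 39 had an HA-Tex10 interval (60.9% against 13.7% of other genes, odds ratio 9.81, Fisher's exact test, p = 3.42e-18), more than the mark alone accounts for. Sets matched on H3K4me3 width had one in 17.4% of cases (permutation test by matched sets, p = 0.0001, the smallest possible). With mostly single-copy intervals alone, 14 of the 64 genes had one (21.9% against 13.2%, odds ratio 1.84, Fisher's exact test, p = 0.0609). Most of the pattern thus rests on intervals in repeated sequence, and reads shared between histone copies cannot be told apart from binding at these genes with so few of them left. For the 20 ribosomal protein genes, whose H3K4me3 was wide (median 2870 bp against 1340 bp), width-matched sets gave 22.5% against the observed 45.0% and 60% at most (one-sided permutation test by matched sets, p = 0.0192). This list was followed up as the only 1 of 8 to pass, and multiplied by 8 the p is 0.154. The multiplication was added after the p was seen, and without it the p lies under the threshold. Width thus accounts for part of the excess over other genes, and with 20 genes it cannot be told apart from the whole cause. Without intervals within 1 kb of a histone-cluster TSS, the octamer still had an odds ratio of 2.26 and passed the threshold. Histone promoters thus do not account for it, although it no longer passed with mostly single-copy intervals. Other calls also changed in this setting, NFY, TCF/LEF and ZIC no longer passing and ETS and AP-1 passing. The background windows were drawn anew, and their shares moved more than those of the HA-Tex10 windows. These changes are thus not ascribed to the histone-cluster intervals.

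The HA-Tex10 intervals away from TSS and H3K4me3 were rich in repeats. Soft-masked bases made up 50.7% of them, against 33.5% on average and 36.8% at most in random placements (permutation test by random placement, p = 0.001, the smallest possible). Mostly repeated sequence by 32-base words made up 57.2% of these intervals, against 6.18% of those at a TSS with H3K4me3. It made up 18.6% of those at a TSS without H3K4me3 and 67.8% of those away from a TSS with it. Repeats are thus not particular to intervals that lack H3K4me3. The 50.7% and the 57.2% can both arise when reads that belong to several copies are placed at one of them. The CTCF motif of this class does not follow the repeats. It was found in 20 of the 484 mostly single-copy windows (4.13% against 0.165% of background windows, odds ratio 26.03, Fisher's exact test, adjusted p = 2.57e-11), which argues against shared reads as its cause.

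Both lists held very narrow intervals. In the HA-Tex10 list, 271 intervals (6.26%) were under 50 bp and 3 were 1 bp wide, and in the H3K4me3 list 401 were under 50 bp. An intersection of 2 lists of calls leaves intervals of any width down to 1 bp, so these may be edges of overlaps and not whole sites. The labels do not state this step.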
